# Diet-induced obesity mediated through estrogen-related receptor α is independent of intestinal function

**DOI:** 10.1016/j.jbc.2025.108197

**Published:** 2025-01-16

**Authors:** Kiranmayi Vemuri, Jahangir Iqbal, Sneha Kumar, Alexandra Logerfo, Maria Ibrahim, Eileen White, Michael P. Verzi

**Keywords:** estrogen-related receptor α, obesity, intestine, transcription factor, epigenetics, metabolic disease, diet-induced obesity, adipose tissue, intestinal epithelium, obesity therapeutics

## Abstract

Obesity has escalated to epidemic proportions, driving significant advances in therapeutic strategies aimed at combating this condition. The estrogen-related receptor α (ESRRA), a transcription factor, plays pivotal roles in energy metabolism across multiple tissues. Research has consistently shown that the absence of *Esrra* results in notable fat malabsorption and increased resistance to diet-induced obesity. However, existing studies primarily focusing on germline *Esrra* mutants fail to account for tissue-specific roles of ESRRA in obesity. Notably, *Esrra* exhibits high expression in the gastrointestinal tract relative to other tissues. Given the gastrointestinal tract's central role in dietary lipid absorption and metabolism, it is critical to investigate how ESRRA specifically affects this tissue. This study aims to fill this gap by employing advanced mouse genetics and genomics techniques to dissect the impact of ESRRA within the intestine. We also aim to elucidate ESRRA’s specific contributions to diet-induced obesity and refine our understanding of how this transcription factor influences metabolic outcomes in the context of dietary intake.

The growing obesity epidemic has sparked a revolution in the development of therapies targeting obesity. The transcription factor estrogen-related receptor α (ESRRA) has been implicated in obesity as a regulator of mitochondrial metabolism (1, 2) and in the regulation of satiety (3). ESRRA controls the expression of genes involved in mitochondrial biogenesis, gluconeogenesis, oxidative phosphorylation, and fatty acid metabolism across tissues (2, 4, 5, 6). ESRRA is particularly abundant in energy-demanding tissues such as muscle, intestine, brain, adipose, and liver (7, 8). In the liver, *Esrra* knockout leads to reduced blood lipid levels, which is linked to decreased secretion of triglyceride-rich very low density lipoprotein in fasting mice (9). In adipose, ESRRA promotes the differentiation of mesenchymal stem cells into adipocytes. Moreover, ESRR isoforms play a crucial role in brown adipose tissue adaptive thermogenesis (10). In the intestine, whole-body *Esrra* knockout conferred protection against a mouse model of colitis, which was attributed to microbiome alterations, autophagy, and mitochondrial dysfunction (11, 12). Interestingly, despite ESRRA’s importance in energy metabolism, additional studies on *Esrra* mutant mice have shown this receptor is not essential for basic cellular function but is crucial for meeting the energy demands required to respond to physiological and pathological challenges across various tissues (13). However, a significant limitation in most studies involving ESRRA is the use of germline *Esrra* mutants. This broad approach overlooks the tissue-specific, spatial, and temporal nuances of ESRRA's involvement in regulating energy metabolism.

Phenotypes associated with *Esrra* loss in mice include fat malabsorption, reduced fat mass, insulin resistance, and resistance to high-fat diet (HFD)-induced obesity (14, 15). ESRRA’s impact on diet-induced obesity is very interesting in the context of the small intestine, the primary site of dietary lipid metabolism in mammals. Intestinal enterocytes are equipped to metabolize fatty acids through beta-oxidation, a process that not only meets the high energy demands of these cells but also contributes to systemic metabolic flexibility by modulating lipid utilization and storage. The intestine is also a key player in metabolic regulation through its involvement in nutrient absorption, the secretion of gut-derived hormones such as glucagon-like peptide-1 (GLP-1), and microbiota-mediated energy homeostasis (16, 17). These processes highlight the intestine’s crucial role in maintaining systemic energy balance and suggest that intestinal ESRRA might mediate diet-induced obesity. Given the intestine’s central role in metabolism, the gut has become a major player for several therapeutic interventions aimed at treating obesity. Pharmacological agents such as GLP-1 receptor agonists and the lipase inhibitor orlistat, act by modulating intestinal function to influence weight loss (18). Here, we test the hypothesis that intestinal ESRRA plays a critical role in the development of diet-induced obesity. We employ tissue-specific genetic mutants in mice to selectively delete *Esrra* in the gut. Furthermore, we used transcriptomic and epigenomic techniques to map ESRRA-binding sites and identify direct ESRRA target genes in the intestine, providing insights into its role in metabolic regulation.

## Results

### ESRRA is a direct transcriptional activator of genes involved in mitochondrial metabolism in the intestinal epithelium

*Esrra* is highly expressed in the gastrointestinal tract relative to many other tissues (Fig. 1*A*). Hence, we first sought to uncover the biological significance of ESRRA within the small intestinal epithelium. We observed that *Esrra* expression was most pronounced in the differentiated villi compared to the proliferating crypts (Fig. 1, *B* and *C*). We hypothesized that ESRRA would be less important in stem/proliferative functions, and enteroids from intestinal crypts of both WT and *Esrra*^*−/−*^ mice indeed showed no discernible differences in their growth or budding patterns (Fig. S1*A*). To validate a role for ESRRA in promoting diet-induced obesity, we fed both WT and *Esrra*^*−/−*^ mice a HFD. Consistent with previous reports, we observed a clear resistance to weight gain in the *Esrra*^*−/−*^ mice in comparison to their WT littermates, with *Esrra*^*−/−*^ mice weighing 15 to 20% less at 9 weeks of feeding (Fig. 1*D*). 

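RNA was sequenced from the duodenal epithelium of 3 WT and 3 *Esrra*-/- littermate mice, fed a high-fat diet for approximately 8 weeks, with 1 library per mouse. The authors quantified the reads with Kallisto against mm9 and deposited FPKM values for 22611 genes in each of the 6 libraries, together with a table of their own comparison of the genotypes. FPKM is the number of fragments on a gene, scaled to the length of its transcript and to the mapped fragments of the library. Differential expression was computed here from the FPKM values with limma, a linear model that shares its estimate of the spread across genes, on log2(FPKM + 0.1). The 10596 genes with a mean FPKM above 1 were tested. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. A gene was called lower or higher at an unadjusted p under 0.05 and a log2 fold change, *Esrra*-/- over WT, beyond 0.58 in size. The number of fragments per library is not known from FPKM values. The ratios of low values between libraries put the scaling of the other 5 libraries at 0.827 to 1.02 times that of WT replicate 1. This scaling is the authors' divisor for each library and need not equal its number of reads, so the precision of a value is given here by the spread between mice.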

Next, we defined ESRRA target genes in the intestinal epithelium by conducting RNA-seq and chromatin immunoprecipitation sequencing (ChIP-seq). We first compared gene expression profiles between WT and *Esrra*^*−/−*^ intestinal epithelia and identified 526 transcripts downregulated in *Esrra*^−/−^ (as determined by DESeq2 (https://bioconductor.org/packages/DESeq2) (19) with a log2 fold change < −0.58 and a *p* value < 0.05; Table S1), which were strongly enriched in annotated mitochondrial functions such as oxidative phosphorylation (Fig. S1, *B*–*D*). This underscores ESRRA's pivotal role as a regulator of mitochondrial activity in the intestine, akin to its functions in other tissues (1, 20, 21). 

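*Esrra*, the targeted gene, lies on chromosome 19 of mm9 from 6985467 to 6996303. Its expression was 75.5 ± 27.2 FPKM in WT (SD, n = 3 mice) and 9.50 ± 0.820 FPKM in *Esrra*-/- (SD, n = 3), or 12.6% of the WT mean. The log2 fold change was −2.92 (standard error 0.26, adjusted p = 0.0215 from limma with Benjamini-Hochberg adjustment). All 3 *Esrra*-/- values lay below all 3 WT values (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With each library left out in turn, the log2 fold change of *Esrra* stayed between −3.19 and −2.66, and its limma adjusted p ranged from 0.0229 to 0.185. *Esrrb* was listed at 0 in all 6 libraries. *Esrrg* had 1.40 ± 0.769 FPKM in WT and 1.19 ± 0.779 FPKM in *Esrra*-/- (SD, n = 3 each), a difference smaller than the spread between mice.

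Of the 10596 genes, 348 were lower and 143 were higher in *Esrra*-/-. After adjustment over all genes tested, 4 genes had an adjusted p under 0.05, and 1144 genes had an unadjusted p under 0.05 where chance alone would give 529.8. The values of the genotypes did not overlap for 17.6% of genes, against 10% by chance. Apart from *Esrra*, the genes with an adjusted p under 0.05 were *Gm17687*, *Gm17527* and *Cd97*. *Gm17687* had 3.68, 2.81 and 4.97 FPKM in the WT libraries and was listed at 0 in every *Esrra*-/- library. Its limma adjusted p ranged from 8.83e-04 to 0.318 over the alternatives and was above 0.05 in 5 of the 6 fits that left out 1 library, all but that without *Esrra*-/- replicate 2. In the authors' deposited table it has a mean count of 1.55, a p of 0.0343 and no adjusted p. *Gm17527* was listed at 0 in every WT library and had 16.9, 5.63 and 36.9 FPKM in the *Esrra*-/- libraries. This gene is 194 bases long and its sequence occurs more than once in the genome, so its value is uncertain, and its limma adjusted p ranged from 0.003 to 0.252 over the alternatives. *Cd97* rose from 6.37 ± 1.46 FPKM in WT to 28.9 ± 3.88 FPKM in *Esrra*-/- (SD, n = 3 each), a log2 fold change of 2.18 (standard error 0.19, adjusted p = 0.0215 from limma). With each library left out in turn its limma adjusted p ranged from 0.037 to 0.185. The setting that moved the counts of lower and higher genes most was an adjusted p under 0.05 in place of the unadjusted p, which left 2 genes lower and 2 higher.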

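The 78 genes of complexes I to V that are encoded in the nucleus all had a negative log2 fold change, with a median of −0.61 over the set, where the median of all genes was 0.03. Camera, limma's test of a gene set against the other genes with a preset inter-gene correlation of 0.01, gave this set an adjusted p of 3.83e-36 over the 6 sets tested. The 18 TCA cycle genes were all lower, with a median log2 fold change of −0.52 (camera adjusted p = 6.44e-09). They include 4 genes that are also in the oxidative phosphorylation set. The other 14 had a median of −0.33. Of the 76 genes of the mitochondrial ribosome, 64 were lower, with a median of −0.21 (camera adjusted p = 1.14e-11). The 20 fatty acid beta-oxidation genes, 9 lower and 11 higher, had a median of 0.03 (camera adjusted p = 0.674), which became −0.015 under quantile normalization.

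Over all genes tested, 0 genes of these 4 sets had an adjusted p under 0.05 from limma on the FPKM values. Under quantile normalization 9 oxidative phosphorylation genes and 1 TCA cycle gene did, and with the absence of Y-linked transcripts as a covariate, chosen after the data were seen, 14 oxidative phosphorylation genes, 1 TCA cycle gene and 1 gene of the mitochondrial ribosome did. At an unadjusted p under 0.05 there were 58 oxidative phosphorylation genes, 9 TCA cycle genes, 22 genes of the mitochondrial ribosome and 1 fatty acid beta-oxidation gene. The sets were fixed in advance. Adjusted over the list alone 48, 7, 11 and 0 genes of the sets, in the same order, had an adjusted p under 0.05 from limma. The authors' deposited DESeq2 comparison gives smaller values for the 3 genes with the smallest p here in each set. They run from 1.69e-05 (*Ndufa5*) to 0.0156 (*Mrpl47*) in the first 3 sets. In the fatty acid beta-oxidation set they run from 0.0699 (*Acsl1*) to 0.2805 (*Echs1*). Whether that comparison rests on these 6 libraries alone was not tested.

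Without a covariate, no call of a set held under fry, which lets the genes of a set vary together, or under a correlation estimated from these libraries. The adjusted p of the oxidative phosphorylation set was then 0.0827 with fry and 0.221 with the estimated correlation, which was 0.918 between its genes. In a preranked enrichment analysis of the same ranking the normalized enrichment score of this set was −3.44. Camera at the preset correlation was also small for a split across genotype. With WT replicate 1 and *Esrra*-/- replicates 1 and 2 set against the rest, its unadjusted p for this set was 4.60e-24.

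Per library, the median deviation of the oxidative phosphorylation genes from each gene's own mean was 0.11, 0.17 and 0.66 on the log2 scale in WT replicates 1 to 3 and −0.42, −0.46 and −0.06 in the *Esrra*-/- replicates. The genotypes did not overlap, and WT replicate 3 and *Esrra*-/- replicate 3 were each the highest of their group. Among the genes with the smallest p in this set, *Ndufa5* fell from 136 ± 36.3 to 57.0 ± 6.11 FPKM (SD, n = 3 mice each), a log2 fold change of −1.23 (standard error 0.21, limma adjusted p = 0.158). *Ndufc1* had a log2 fold change of −1.04 and *Ndufv1* one of −0.80. The log2 fold changes were −0.74 for *Fh1*, −0.86 for *Idh3a* and −0.65 for *Sdha* in the TCA cycle set, and −0.82 for *Mrpl12*, −0.74 for *Mrps35* and −0.85 for *Mrpl47* in the mitochondrial ribosome set. Of the 78 oxidative phosphorylation genes, 48 were called lower (61.5%), against 2.85% of the other genes tested (one-sided Fisher's exact test, odds ratio 54.3, p = 3.36e-52), and 0 were called higher. Genes of a set vary together, and the test takes them as independent. Without WT replicate 3 the odds ratio was 8.55. From the lower expression of genes for mitochondrial functions, the paper states that ESRRA regulates mitochondrial activity in the intestine as it does in other tissues.

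**Figure D1:**
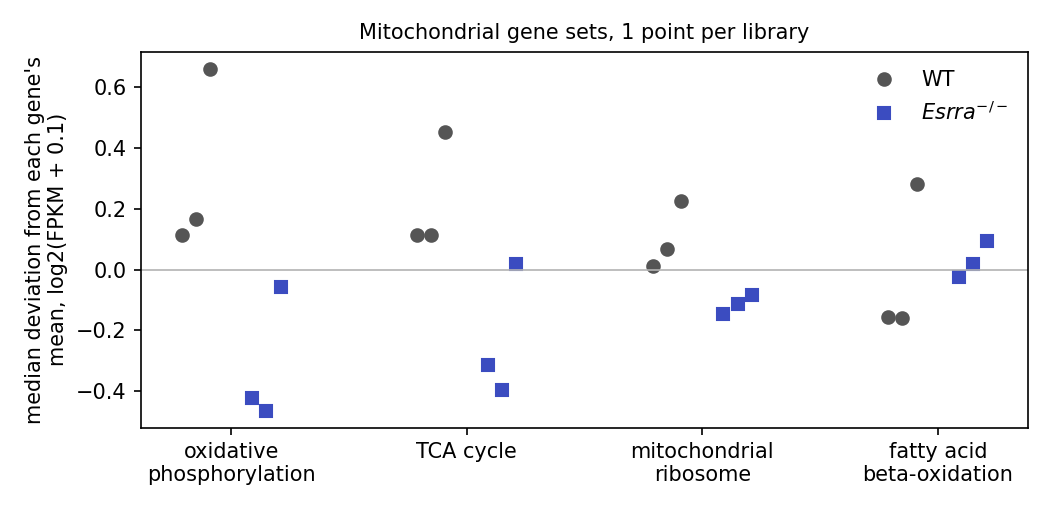
Median deviation of the genes of 4 mitochondrial sets from each gene's mean over the 6 libraries, on the log2(FPKM + 0.1) scale, with 1 point per library. The WT and *Esrra*-/- libraries do not overlap in the oxidative phosphorylation set, where they range from 0.11 to 0.66 in WT and from −0.46 to −0.06 in *Esrra*-/-.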

To determine whether ESRRA directly activates these regulated genes, we conducted ChIP-seq and found 1639 genomic regions bound by ESRRA (MACS2 *p* value <10^−5^; Table S2). ESRRA-bound genomic regions were highly enriched in known ESRR DNA-binding motifs, indicating high-quality and reproducible ChIP (Fig. S1, *E* and *F*). 

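Table S2 of the paper lists 1639 sites in mm9 coordinates. They were found in duodenal villi of mice on regular chow, whereas the RNA came from mice on a high-fat diet. The transcription start sites (TSSs) of 1487 of the 10596 genes tested (14.0%) lay within 30 kb of a site, taking the 5′ ends of all annotated transcripts of a gene. Of the 348 genes called lower in *Esrra*-/-, 77 were near a site (22.1%; one-sided Fisher's exact test against the other genes tested, odds ratio 1.78, p = 2.15e-05). Outside the oxidative phosphorylation set, 48 of 300 lower genes were near a site. Of 10000 lists matched to these on mean FPKM, 20.0% held as many. Matched lists were not drawn for shorter distances. Of the 143 genes called higher, 33 were near a site (23.1%; one-sided Fisher's exact test, odds ratio 1.86, p = 0.0023). With a distance of 5 kb 59 lower genes were near a site, and with 100 kb 111 were. Without *Esrra*-/- replicate 1 the count within 30 kb was 44, and without WT replicate 3 it was 51. The 77 genes included *Esrra* itself, whose nearest site lay 228 bases from a TSS. *Ndufc1*, *Ndufv1*, *Idh3a*, *Mrpl12* and *Mrpl47* had a site that overlapped a TSS, at a distance of 0 bases. *Hist1h2ao* and *Hist1h2ap*, singled out after their values were seen, had the same log2 fold change of −0.73 and the same standard error, so the pair is uncertain as separate genes.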

Through integration with RNA-seq data, we identified a set of 110 target genes (defined as bound and regulated by ESRRA as measured by ESRRA ChIP-seq; within 30 kb of ESRRA-binding sites; and downregulated in WT *versus Esrra*^*−/−*^ RNA-seq) (Fig. 1*E*). Functional annotation of these direct ESRRA target genes indicated that ESRRA is a major regulator of mitochondrial gene expression in the intestine (Fig. 1*F*). 

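Of the 77 genes that were lower in *Esrra*-/- and lay within 30 kb of an ESRRA site, 29 belong to the oxidative phosphorylation set (37.7%), against 19 of the 271 lower genes without a site (7.01%; one-sided Fisher's exact test, odds ratio 7.94, p = 4.09e-10). Against the 1487 tested genes near a site, of which 47 are oxidative phosphorylation genes, the odds ratio was 46.3 (one-sided Fisher's exact test, p = 3.94e-28). The same exact test gave a p of 0.0033 for the genes of the mitochondrial ribosome near a site and 0.004 for the TCA cycle genes near a site, of which 2 of the 3 lower genes are also oxidative phosphorylation genes. Without the genes in both sets, 1 of 5 TCA cycle genes near a site was lower (one-sided Fisher's exact test, p = 0.234). Of the fatty acid beta-oxidation genes near a site, none was among the lower genes. Oxidative phosphorylation genes near a site had a median log2 fold change of −0.62 (47 genes), and those without a site within 30 kb had −0.60 (31 genes). Of these, 61.7% and 61.3% were called lower. The exact tests of this set can follow from its genes being often near a site and often lower. They give no sign of a link between the site and the fall. Nor do they exclude one, since the sites come from chow-fed mice. A gene without a listed site was not shown to be unbound on the high-fat diet.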

Examples of two illustrative genes that are direct ESRRA targets and have their products localize to mitochondria are *Abhd11* and *Cox7a2* (Fig. 1*G*). 

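*Abhd11* lies on chromosome 5 of mm9 from 135485022 to 135488045 on the plus strand. The ESRRA site listed for it in Table S2 runs from 135485526 to 135485832 and overlaps an annotated TSS of the gene. The sequence of the site holds no AAGGTCA on either strand. The closest match in it to the ESRR motif TCAAGGTCA is CCAAGGGCA, with 2 mismatches, at 135485715 to 135485723 in the context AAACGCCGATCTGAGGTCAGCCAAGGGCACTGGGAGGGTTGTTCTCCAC, within an exon of 2 of the 6 transcripts. Any sequence holds a closest match, and how often chance gives 2 mismatches in a site was not computed. The expression of *Abhd11* was 36.0 ± 2.33 FPKM in WT (SD, n = 3 mice) and 29.2 ± 2.21 FPKM in *Esrra*-/- (SD, n = 3). Its log2 fold change was −0.30 (standard error 0.12, limma adjusted p = 0.444), short of the −0.58 set for a call, and it stayed between −0.36 and −0.26 with each library left out in turn. All 3 *Esrra*-/- values lay below all 3 WT values (two-sided exact permutation test, p = 0.1, the smallest possible).

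*Cox7a2* lies on chromosome 9 from 79603048 to 79607660 on the minus strand. Its site, listed from 79607144 to 79607553, lies 107 bases from the TSS. It holds GGAAGGTCA at 79607307 to 79607315, in the first intron, in the context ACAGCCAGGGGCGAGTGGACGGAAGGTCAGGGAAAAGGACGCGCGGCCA, with 2 mismatches to the same motif. There are 3 matches in this site with as few mismatches, and the one given contains AAGGTCA. *Cox7a2* fell from 249 ± 74.8 FPKM in WT to 127 ± 21.9 FPKM in *Esrra*-/- (SD, n = 3 mice each), a log2 fold change of −0.94 (standard error 0.24, limma adjusted p = 0.295). The genotypes did not overlap for this gene either, which gave the same exact permutation p of 0.1. The authors' deposited DESeq2 comparison gives an adjusted p of 0.0083 for *Cox7a2* and 0.4073 for *Abhd11*.

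**Figure D2:**
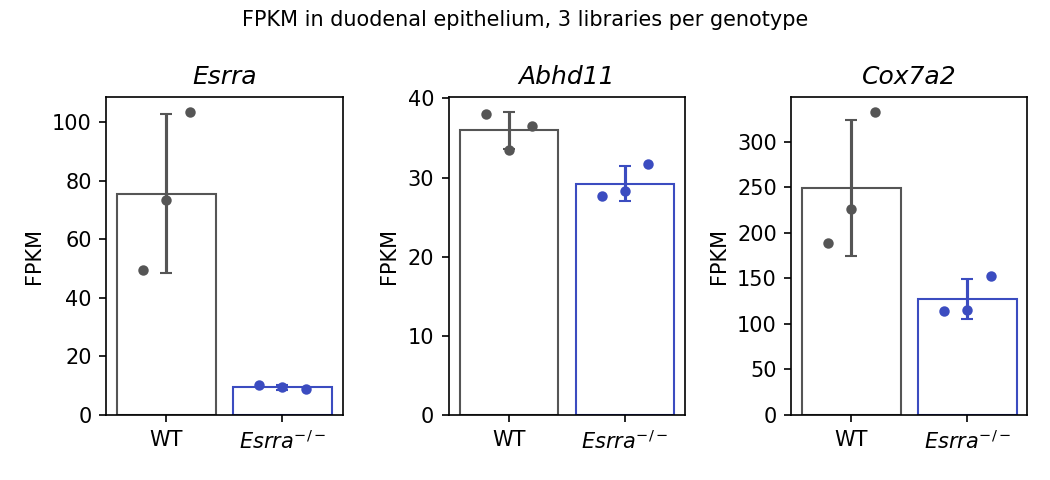
FPKM of *Esrra*, *Abhd11* and *Cox7a2* in WT and *Esrra*-/- duodenal epithelium. Bars show the mean, error bars the SD and points the 3 libraries of each genotype, and for *Abhd11* the WT mean is 36.0 FPKM and the *Esrra*-/- mean 29.2 FPKM.

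**Figure D3:**
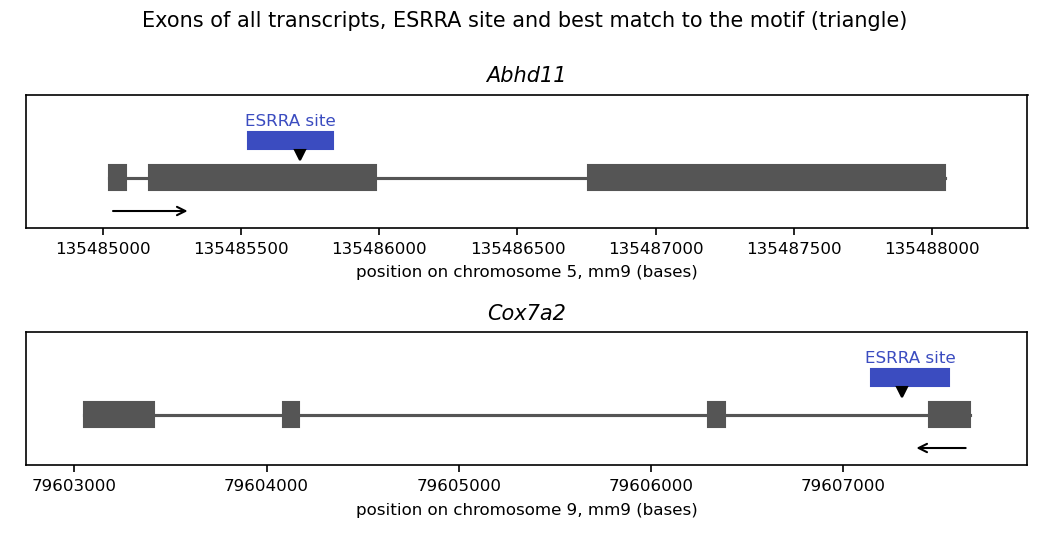
Exons of *Abhd11* on chromosome 5 and *Cox7a2* on chromosome 9, in mm9 positions, with the ESRRA site of Table S2 as a blue bar, the best match to the motif as a triangle and the direction of transcription as an arrow. The match starts at 135485715 in *Abhd11* and at 79607307 in *Cox7a2*. Each has 2 mismatches, and how often chance gives as close a match was not computed.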

In summary, these results suggest that ESRRA primarily functions in the differentiated intestinal epithelium as a direct transcriptional activator of genes involved in mitochondrial metabolism.

**Figure 1:**
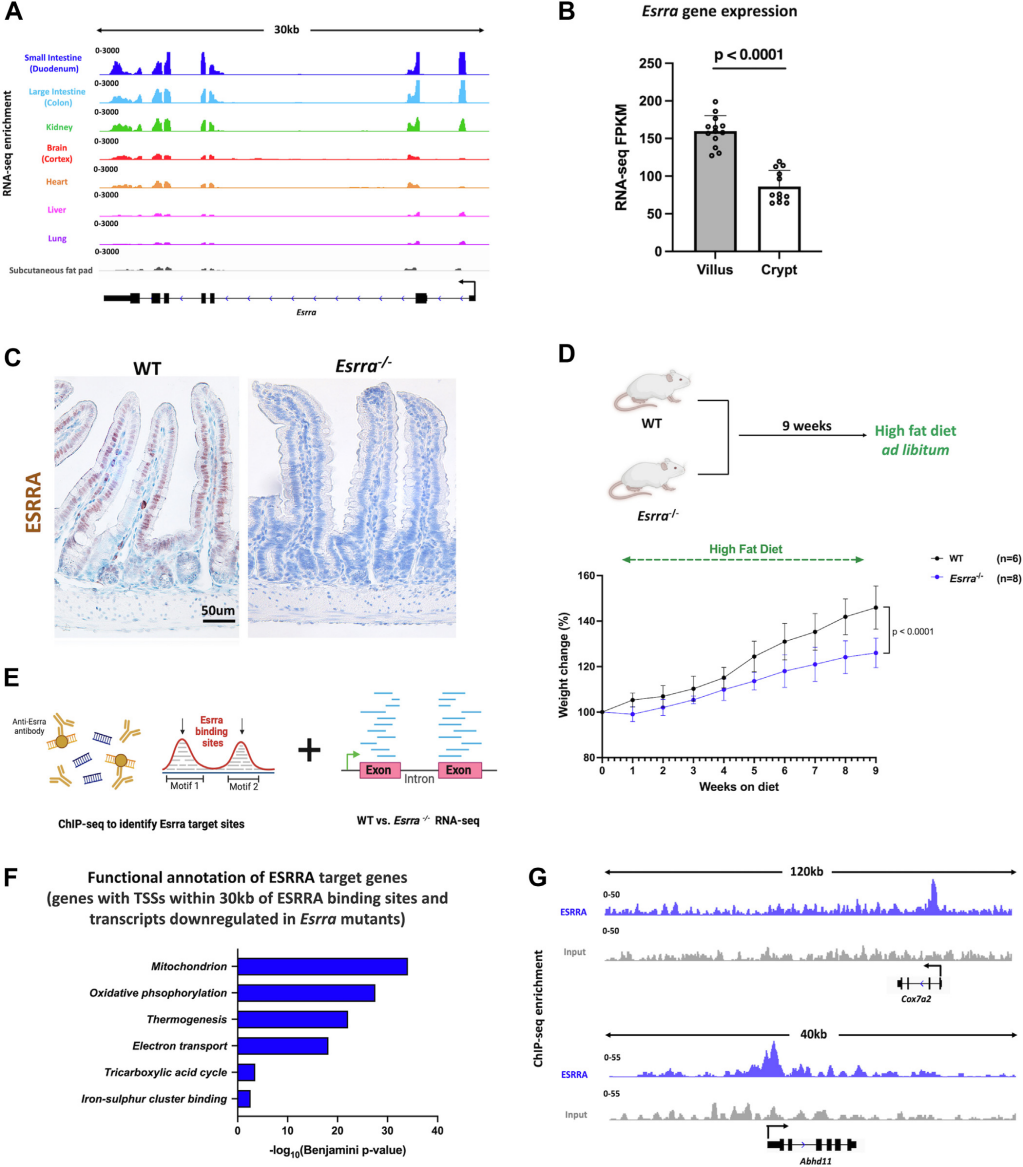
**Characterization of intestinal ESRRA function.***A*, transcript expression of *Esrra* across different tissues (GEO: GSE36025), visualized using IGV. *B*, bar plots show FPKM values for *Esrra* in crypt and villus derived from RNA-seq (GEO: GSE133949). Data is presented as mean ± SD (n = 13 villi and 12 crypts, two-sided Student’s *t* test). *C*, IHC staining of ESRRA protein expression in the proximal small intestine of WT and *Esrra*^*−/−*^ mice. Images are representative of 2 biological replicates per group. *D*, schematic depicting HFD feeding scheme for WT and *Esrra*^−/−^ mice and body weight changes (%) in *Esrra*^*−/−*^ and WT littermates upon 9 weeks of HFD feeding (n = 6–8 biological replicates per group). *E*, schematic showing integration of ChIP-seq and RNA-seq data to identify ESRRA target genes in the intestinal epithelium. *F*, functional annotation (DAVID) of ESRRA target genes (defined as bound and regulated by ESRRA as measured by ChIP-seq; within 30 kb of ESRRA-binding sites; and downregulated in WT *versus Esrra*^−/−^ RNA-seq). *p* values calculated using DAVID. *G*, examples of ESRRA binding to gene loci as illustrated using ESRRA ChIP-seq merged replicate data. ESRRA-bound tracks are in *blue*, input tracks in *gray*, visualized using IGV. ChIP-seq, chromatin immunoprecipitation sequencing; ESRRA, estrogen-related receptor α; FPKM, fragments per kilobase of transcript per million mapped reads; GEO, gene expression omnibus; HFD, high-fat diet; IGV, integrative genomics viewer; IHC, immunohistochemistry.

### Resistance to HFD-induced obesity is independent of intestinal ESRRA

However, given that loss of *Esrra* occurs across all tissues (Fig. 1) in the germline mutant model, we could not attribute the observed resistance to diet-induced obesity to intestinal ESRRA. Therefore, we created a tamoxifen-inducible *Esrra* deletion model, integrating *VillinCre*^*ERT2*^ and *Esrra*^*flox/flox*^^*(f/f)*^, to target *Esrra* loss to the intestinal epithelium (Fig. 2*A*). Intestine-specific loss of *Esrra* (referred to as *Esrra*^*Δ/Δ*^) was confirmed by immunohistochemistry (Fig. 2*B*), western blotting (Fig. S2*A*), and mRNA expression analysis (Fig. S2*B*). We also quantified ESRRA protein levels in the small intestine, liver, and white adipose tissue under both chow and HFD conditions. Interestingly, we observed an increase in ESRRA protein levels in the intestine of HFD-fed mice (Fig. S2, *C*–*E*). These findings suggested a potential intestine-specific role for ESRRA in response to HFD. We therefore challenged the *Esrra*^*Δ/Δ*^ mice with HFD for 6 weeks alongside littermate *Esrra*^*−/−*^ and vehicle-treated controls. This duration was selected to capture the early onset of diet-induced obesity while avoiding potential confounding effects of prolonged HFD feeding and larger differences in adiposity. Interestingly, while we again observed resistance to HFD-induced obesity in *Esrra*^*−/−*^ mice, the intestine-specific mutants did not exhibit resistance to obesity, suggesting ESRRA in the intestine does not contribute to diet-induced weight gain (Fig. 2*C*). We also tested whether the mutants exhibited differential energy expenditure or feeding behaviors upon HFD consumption. We saw no significant differences in energy expenditure or related parameters between *Esrra*^*−/−*^ and WT mice (Fig. S2*F*). This is consistent with previous studies showing no changes in energy expenditure following germline *Esrra* loss, although this was observed under chow feeding conditions (15). However, we did observe that *Esrra*^*−/−*^ mice consumed less food, while *Esrra*^*Δ/Δ*^ mice displayed food intake comparable to the controls (Fig. 2*D*). Consistent with the body weight and feeding behaviors, we noted less white adipose tissue in the germline mutant mice (Fig. 2*E*). Taken together, our findings suggest that intestinal ESRRA does not govern resistance to HFD-induced obesity and supports investigation in other tissues to define the functions of ESRRA in diet-induced obesity.

**Figure 2:**
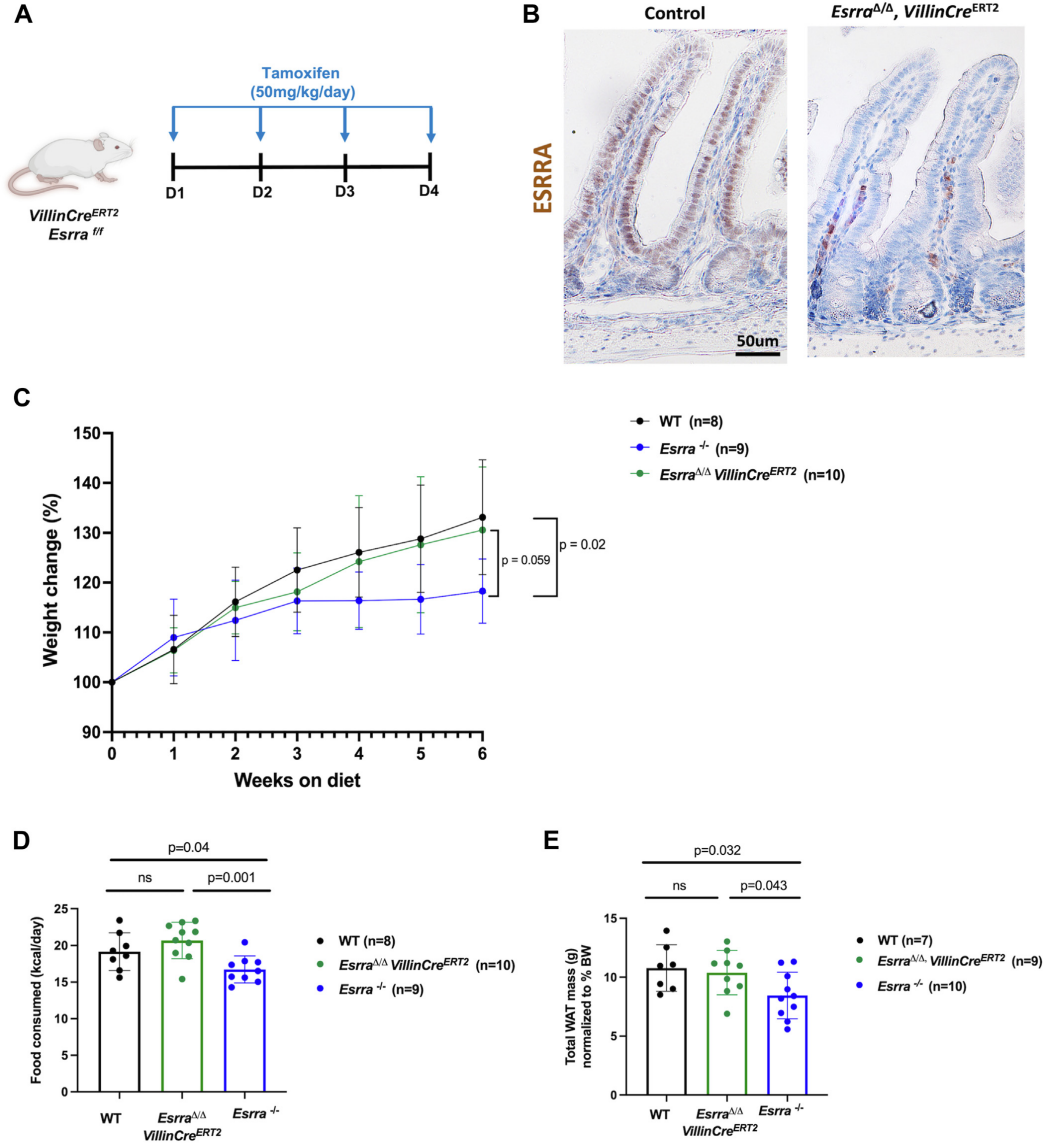
**Effect of intestinal ESRRA on resistance to HFD-induced obesity.***A*, schematic illustrating the tamoxifen injection schedule in *Esrra*^*flox/flox (f/f)*^ mice. *B*, IHC staining of ESRRA protein expression in proximal small intestine of WT and *Esrra*^*Δ/Δ*^ mice. Images are representative of 2 biological replicates per group. *C*, body weight changes (%) in *Esrra*^*−/−,*^*Esrra*^*Δ/Δ*^ and control littermate mice upon 6 weeks of HFD feeding. *Green lines* are indicative of *Esrra*^*Δ/Δ*^ mice, *blue lines* are indicative of *Esrra*^*−/−*^ mice, and *black lines* are indicative of littermate controls (n = 8–10 biological replicates per group). *D*, food intake of HFD in *Esrra*^*−/−*^*, Esrra*^*Δ/Δ*^*,* and control littermate mice (bars represent mean ± SD, n = 8–10 biological replicates per group). *E*, total white adipose tissue (WAT) mass normalized to body weight in *Esrra*^*−/−*^*, Esrra*^*Δ/Δ*^*,* and control littermate mice (bars represent mean ± SD, n = 7–10 biological replicates per group). ESRRA, estrogen-related receptor α; HFD, high-fat diet; IHC, immunohistochemistry.

## Discussion

Obesity is a multifactorial condition, influenced by a combination of genetic, environmental, behavioral, and physiological factors. Understanding the transcriptional regulation of dietary lipid metabolism opens avenues for therapeutic interventions. Modulating transcription factors in specific tissues offers a unique opportunity to intervene at the gene expression level, minimizing off-target effects and addressing the root molecular causes of diet-induced obesity. Our results suggest that the transcription factor ESRRA might contribute to diet-induced obesity *via* its role in tissues other than the small intestine, such as adipose, muscle, and/or brain. The pan-tissue expression of *Esrra* underscores the importance of precise targeting in therapeutic interventions. Our metabolic study found no significant differences in energy expenditure between *Esrra*^*−/−*^ and WT mice fed a HFD for 6 weeks. Similar results were observed in *Esrra*^*−/−*^ and WT mice-fed chow diet (15). These findings suggest that ESRRA may not play a major role in regulating systemic energy expenditure in response to dietary changes, though further studies are needed to better understand the specific contributions of ESRRA to energy metabolism and mitochondrial function in other tissues.

Although mutations in *Esrra* trigger resistance to obesity, recent work has increasingly focused on developing agonists of ESRRA. Recent reports have shown that diabetics and individuals with a family history of diabetes and metabolic conditions have reduced oxidative phosphorylation capacity in their muscles (22, 23). These findings support the hypothesis that drugs boosting aerobic respiration in muscle might improve diabetes. It is well-established that aerobic exercise, one of the best nonpharmacologic interventions for ameliorating diabetes, increases mitochondrial content and promotes oxidative phosphorylation gene expression. This highlights the potential of using ESRRA, a major mitochondrial regulator, to control the oxidative phosphorylation transcriptional programs which are altered in diabetic muscle (24, 25). Consequently, efforts have increasingly focused on identifying agonists of ESRRA. Studies have identified forskolin, phorbol 12-myristate 13-acetate, and several statins as agonists for ESRRA or ESRRA/PPARGC1A dimers (26, 27). Additionally, a synthetic ESRRA agonist, SLU-PP-332, has been shown to induce an ESRRA-specific acute aerobic exercise genetic program by increasing oxidative skeletal muscle fibers and improving exercise endurance in mice (28). However, while activation of ESRRA in skeletal muscle can ameliorate diabetes and improve exercise endurance, it might have undesirable effects in other tissues, as ESRRA is a biomarker for poor prognosis in multiple cancers (29, 30, 31, 32, 33, 34). Therefore, it has become increasingly important for future research to delineate the tissue-specific roles of ESRRA and to determine how it can be targeted pharmacologically without causing off-target effects. Our work carefully delineates the intestinal role of ESRRA in metabolic regulation and suggests future studies focus on ESRRA in other tissues for roles in systemic metabolic processes such as energy balance and food intake regulation. Studies have shown that shRNA-mediated silencing of *Esrra* in the medial prefrontal cortex of the brain leads to reduced feeding and resistance to HFD-induced obesity, suggesting that ESRRA promotes weight gain through behavioral control in the central nervous system (3). This is notable because the brain has been identified as a major target for GLP-1 receptor agonists. While GLP-1 from the gut is rapidly degraded and is believed to have minimal impact on appetite, both the hormone and its receptors are naturally found in various brain regions (35). Studies suggest that GLP-1 drugs cross the blood-brain barrier to control appetite (36, 37). This raises important questions about the role of the gut–brain axis in appetite regulation and metabolic control, and whether ESRRA may interact with GLP-1 signaling to mediate these processes. Knowledge about tissue-specific ESRRA function in the intestine provides valuable directions for future efforts to combat the growing global burden of metabolic diseases. While the goal of our current study was to narrow the contributions of ESRRA to the onset of obesity, future studies will be needed to assess its role in more advanced stages of obesity.

## Experimental procedures

### Animals

*Esrra*^*f/f*^ (JAX stock #034713) (38) and *Esrra*^−/−^ (MGI:3604552, Jackson Labs) mice were bred to integrate the *Villin-Cre*^*ERT2*^ transgene (39). Mice with *Villin-Cre*^*ERT2*^ and heterozygous for *Esrra*^*f/−*^ alleles were bred to generate *Esrra*-floxed (*Esrra*^*f/f*^) and *Esrra*-null (*Esrra*^−/−^) littermate mice. Experimental *Villin-Cre*^*ERT2*^ *Esrra*^*f/f*^ mutant mice (6 weeks old) received 4 intraperitoneal injections of tamoxifen at 50 mg/kg/day (Sigma, T5648). Cage mate controls were given corn oil vehicle (Sigma, C8267). All groups were fed HFD (Research Diets, D12492) *ad libitum*, starting 4 days after the final tamoxifen or oil injection. Mice were weighed weekly in a blinded manner. Following HFD, mice were single-housed for 7 days in wire-bottom metabolic cages to monitor food consumption. Food intake was measured every 48 h.

For adipose tissue weight measurements, mice were returned to regular cages for 1 week after the metabolic cage period before being sacrificed to collect the duodenum and adipose tissue samples. For RNA-seq experiments, duodenum was collected from *Esrra*^*−/−*^ and littermate control mice fed a HFD for approximately 8 weeks. For ChIP-seq experiments, duodenal villi were collected from C57BL/6 mice fed regular chow. Both male and female mice were used in all *Esrra*^−/−^-related experiments, whereas for experiments involving *Esrra*^*f/f*^ mutant mice, only males were used. 

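The sum of the FPKM of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, genes on chromosome Y, was 40.0, 27.3 and 0.0487 in WT replicates 1 to 3 and 46.7, 34.8 and 0.222 in *Esrra*-/- replicates 1 to 3. WT replicate 3 and *Esrra*-/- replicate 3 were therefore the libraries without Y-linked transcripts above a trace, with 1 in each genotype. *Eif2s3y* had 26.3 and 14.9 FPKM in WT replicates 1 and 2 and was listed at 0 in WT replicate 3.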

All protocols and experiments were approved by the Rutgers Institutional Animal Care and Use Committee.

### Indirect calorimetry in mice

For indirect calorimetry, WT and *Esrra*^*−/−*^ mice were fed a HFD for 3 weeks and single-housed for 48 to 72 h prior to the start of the experiment. During the experiment, mice were single housed in the Promethion Metabolic Cages system (Sable Systems International) under a 12 h light-dark cycle for 4 days. The first 24 h of data collection was removed from analysis for acclimation. Energy expenditure, oxygen consumption, carbon dioxide production, and respiratory exchange ratio were measured. Raw data files were collected and processed by MacroInterpreter 3, which produced standardized output formats for the metabolic variables of interest at each cage. The processed data was analyzed by CalR: A Web-based Analysis Tool for Indirect Calorimetry Experiments (https://calrapp.org) as described previously (40).

### Immunohistochemistry

Intestinal tissues were fixed overnight in 4% paraformaldehyde at 4 °C, dehydrated through a series of ascending alcohols and xylene, and paraffin-embedded. Paraffin sections (5 μM thickness) were processed through heat-mediated antigen retrieval in citric acid buffer (pH 6.0) for 30 mins, followed by staining with primary antibody (ESRRA, Santa Cruz sc-65718, 1:1000 dilution). A biotinylated secondary antibody was applied and the Vectastain ABC horseradish peroxidase Kit (Vector Labs, PK-6101) was used for detection. The slides were counterstained with hematoxylin, mounted, and examined using a Lumenera INFINITY3 camera and Infinity Analyze imaging software (v6.5.6; www.teledynevisionsolutions.com/products/infinity-analyze).

### Epithelial cell isolation

The duodenum was dissected and opened longitudinally to wash the lumen and expose epithelial cells. Tissue was cut into 1-inch pieces and rinsed with ice-cold PBS. Tissue was treated with 3 mM EDTA/PBS for 35 min with the EDTA solution refreshed at the 5- and 10-min marks. Mechanical force was applied to detach the epithelial cell layer from the underlying mesenchyme. Epithelial cells were either collected in entirety or crypts and villi were collected separately using a 70 μM cell strainer. Cells were washed twice with ice-cold PBS and pelleted by centrifugation at 300 rcf at 4 °C.

### Cell lysis and protein extraction

Primary intestinal epithelial cells were processed in radioimmunoprecipitation assay (RIPA) buffer (150 mM sodium chloride, 50 mM Tris pH 8.0, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS in water) to extract total protein. RIPA buffer was spiked with inhibitors to achieve final concentrations of: 1× protease inhibitor, 1 mM PMSF, 1 mM sodium orthovanadate, 10 mM sodium fluoride, and 10 mM sodium butyrate. Samples were sonicated for 2 to 3 min at 4 °C with 30 s on-off pulses at 30% amplitude using a Q800R3 sonicator (QSonica Sonicators). The sonicate was centrifuged at 15,000 rpm for 10 min at 4 °C, and the resulting supernatant containing protein was used for immunoblotting assays. Protein was quantified *via* the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23225), using a SpectraMax M2 plate reader (Molecular Devices) and SoftMax Pro software (Molecular Devices; https://www.moleculardevices.com).

### Immunoblotting

Protein lysates were mixed with loading dye and 0.1 M DTT and heated at 95 °C for 10 min 20 μg of protein for each sample was loaded into a NuPAGE 4 to 12% Bis-Tris polyacrylamide gel (Thermo Fisher Scientific, NP0336BOX) and run in NuPAGE MES SDS running buffer (Thermo Fisher Scientific, NP0002). Proteins were wet-transferred onto polyvinylidene fluoride membrane, which was subsequently blocked in 5% nonfat milk for 1 h at room temperature and incubated overnight with primary antibody in blocking buffer (ESRRA, Santa Cruz sc-65718, 1:1000 dilution). After washing in tris-buffered saline with 0.1% Tween 20 detergent, membranes were incubated with a secondary antibody conjugated to horseradish peroxidase for 1 h at room temperature. Chemiluminescence substrate (Ultra Digital-ECL substrate solution, KindleBio, R1002) was used to detect and image protein (KwikQuant Imager, Kindle Biosciences, D1001).

### Intestinal organoid culture

Primary crypt-derived organoids from *Esrra*^*−/−*^ mice and their WT littermate controls were isolated from the duodenum and cultured in Cultrex reduced growth factor basement membrane extract R1 (BME-R1) (R&D Systems, 3433-005-R1) according to established methods (41). Images were captured using a Zeiss Axiovert 200 Microscope (Zeiss).

### RNA extraction and cDNA synthesis

Cells were isolated from mouse duodenum as described and processed for RNA extraction using Trizol (Invitrogen, 15596018). RNeasy Micro Kit (Qiagen, 74004) was used to extract RNA according to the manufacturer’s instructions. For complementary DNA (cDNA) synthesis, 1 μg of RNA was processed using the SuperScript III First-Strand Synthesis SuperMix, as per manufacturer’s instructions (Thermo Fisher Scientific, 18080-400).

### Reverse transcription quantitative PCR

Reverse transcription quantitative PCR using Thermo Fisher Scientific’s QuantStudio Real-Time PCR System in a 384-well plate loaded with SYBR green (Thermo Fisher Scientific, 4309155), cDNA, and reaction mix containing 0.5 μM final primer concentrations. Primer sequences used are listed in Table S3. The amplification conditions used were as follows: 50 °C for 2 min, 95 °C for 10 min, followed by 40 cycles of 95  °C for 15 s, and 60  °C for 1 min. Hypoxanthine-guanine phosphoribosyl transferase 1 (*Hprt1*) was used as an internal control. The 2^−ΔΔCt^ method was applied to calculate the fold change of the relative transcript level.

### RNA-seq data analysis

RNA samples from WT and *Esrra*^*−/−*^ duodenal epithelia were sent to BGI for transcriptome library preparation and paired-end RNA-seq (20 million reads). Raw sequencing reads (fastq) were quality checked using fastQC (v.0.11.3) (42) and aligned to mouse mm9 reference genome using Kallisto (v2.1.0) (43). DESeq2 (v.2.2.1; https://bioconductor.org/packages/DESeq2) (19) was used to calculate the fragments per kilobase of transcript per million mapped reads and for differential expression analysis. Genes with fragments per kilobase of transcript per million mapped reads  > 1 were used for further analysis. Gene set enrichment analysis (GSEA v.3.0) (44) was performed on the preranked gene list. Gene ontology analysis was performed with DAVID (v.6.8) (45, 46). RNA-seq data from gene expression omnibus datasets GSE36025 (47) and GSE133949 (48) were reanalyzed to examine the expression levels of *Esrra*.

### ChIP-seq and data analysis

ChIP-seq was conducted as previously described with slight modifications (49). Briefly, villus cell pellets were cross-linked in 2 mM disuccinimidyl glutarate (Thermo Fisher Scientific, 20593) for 45 min, and then further cross-linked in 1% formaldehyde (Sigma, F8775) for 20 min at room temperature, pelleted, and washed with ice-cold PBS. Fixed cells were lysed in 3× volume of lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris–HCl pH 8.0, 1× protease inhibitor cocktail (G-Biosciences, 786-433) and sonicated for 8 min (30 s on-off, 20% amplitude) using a QSonica Q800R3 sonicator to shear chromatin to 300-600 bp. Protein A/G beads (Invitrogen, 10001D and 10004D) were washed with 1% bovine serum albumin in PBS and preloaded with 5 μg of anti-ESRRA antibody (Santa Cruz, sc-65718). Antibody-conjugated beads were incubated with sheared chromatin in dilution buffer with SDS at a final concentration of 0.24% on a rotator at 4 °C overnight. Antibody-conjugated beads were washed five times with RIPA buffer (50 mM Hepes pH 7.6, 1 mM EDTA, 0.7% sodium deoxycholate, 1% NP-40, and 0.5 M LiCl), and once with TE buffer (10 mM Tris, 0.1 mM EDTA). Cross-links were reversed in 0.1 M NaHCO3 and 1% SDS overnight at 65 °C. DNA was column purified using the MinElute PCR purification kit (Qiagen, 28004) and quantified using Picogreen (Invitrogen, P7581). Libraries were prepared using the ThruPLEX DNA-Seq kit (Takara, R400675) and DNA Unique Dual Index Kit (Takara, R400666). Paired-end sequencing of ChIP-seq libraries was performed to a depth of 30 to 50 million reads.

FastQC (v0.11.3; https://www.bioinformatics.babraham.ac.uk) (42), alignment to the mm9 reference genome using bowtie2 (v2.2.6; https://bowtie-bio.sourceforge.net/bowtie2/index.shtml) (50), and subsequent processing were done as previously described (49). Replicates were merged, sorted, and indexed using Samtools (v0.1.19) (51). DeepTools2 bamCoverage (v2.4.2) (52) was used to generate reads per kilobase of transcript per million reads mapped-normalized bigwig files. The Integrative Genomic Viewer (v2.8.13) (53) was used to visualize normalized bigwig tracks. Enriched ontologies were identified with DAVID (v2021) (45, 46) or GREAT (v4.0.4) (54). For generation of heat maps, deepTools2 (v2.4.2) (52) computeMatrix, and plotHeatmap were used.

## Data availability

ChIP-seq and RNA-seq data have been deposited in gene expression omnibus at accession numbers GSE269824 and GSE269825, respectively.

### Statistical analysis

Data is presented as mean ± SD and graphed using GraphPad Prism (v9.50; https://www.graphpad.com), with individual replicates plotted. Statistical analyses were conducted with *t* tests or two-way ANOVA with *post hoc* analyses, unless otherwise specified.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Diet-induced obesity mediated through estrogen-related receptor α is independent of intestinal function
**Source:** J Biol Chem. 2025 Jan 16;301(2):108197. doi: 10.1016/j.jbc.2025.108197
**Supplement:** Supporting Information

## Diet-induced obesity mediated through estrogen-related receptor $\alpha$ is independent of intestinal function

Kiranmayi Vemuri,<sup>1</sup> Jahangir Iqbal,<sup>1</sup> Sneha Kumar,<sup>1</sup> Alexandra Logerfo,<sup>1</sup> Maria Ibrahim,<sup>2,4</sup> Eileen White,<sup>2,3,4</sup> and Michael P. Verzi,<sup>1,2,5,6\*</sup>

### List of Supplementary Figures

**Fig. S1.** Further characterization of intestinal ESRRA function using WT and *Esrra*<sup>-/-</sup> mice.

**Fig. S2.** Functional insights into the metabolic role of ESRRA

### List of Supplementary Tables

**Table S1.** Differential expression analysis results for WT vs *Esrra*<sup>-/-</sup> intestinal epithelia, as determined by RNA-seq

**Table S2.** Coordinates for ESRRA binding sites in intestinal villi, as determined by ESRRA ChIP-seq.

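Table S2 gives the chromosome, start and end of each site. The lengths of the sites range from 300 to 8785 bases with a median of 428. A TSS of an annotated gene lies within 1 kb of 535 sites (32.6%) and within 30 kb of 1335 sites (81.5%), and the median distance to the nearest TSS is 4902 bases. Read against the mm9 genome sequence, 239 sites (14.6%) contain TCAAGGTCA on either strand. Stretches of the same length 2000 bases away contain it in 27 cases (1.65%) upstream and in 29 cases (1.77%) downstream (two-sided Fisher's exact test of sites against upstream stretches, odds ratio 10.2, p = 7.76e-47). The shorter AAGGTCA occurs in 687 sites (41.9%) and in 185 upstream stretches (11.3%). These counts need the exact bases and do not use the position weights of the motif in Fig. S1F.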

**Table S3.** List of primer sequences used in this study.

Supplementary Figures

Fig. S1

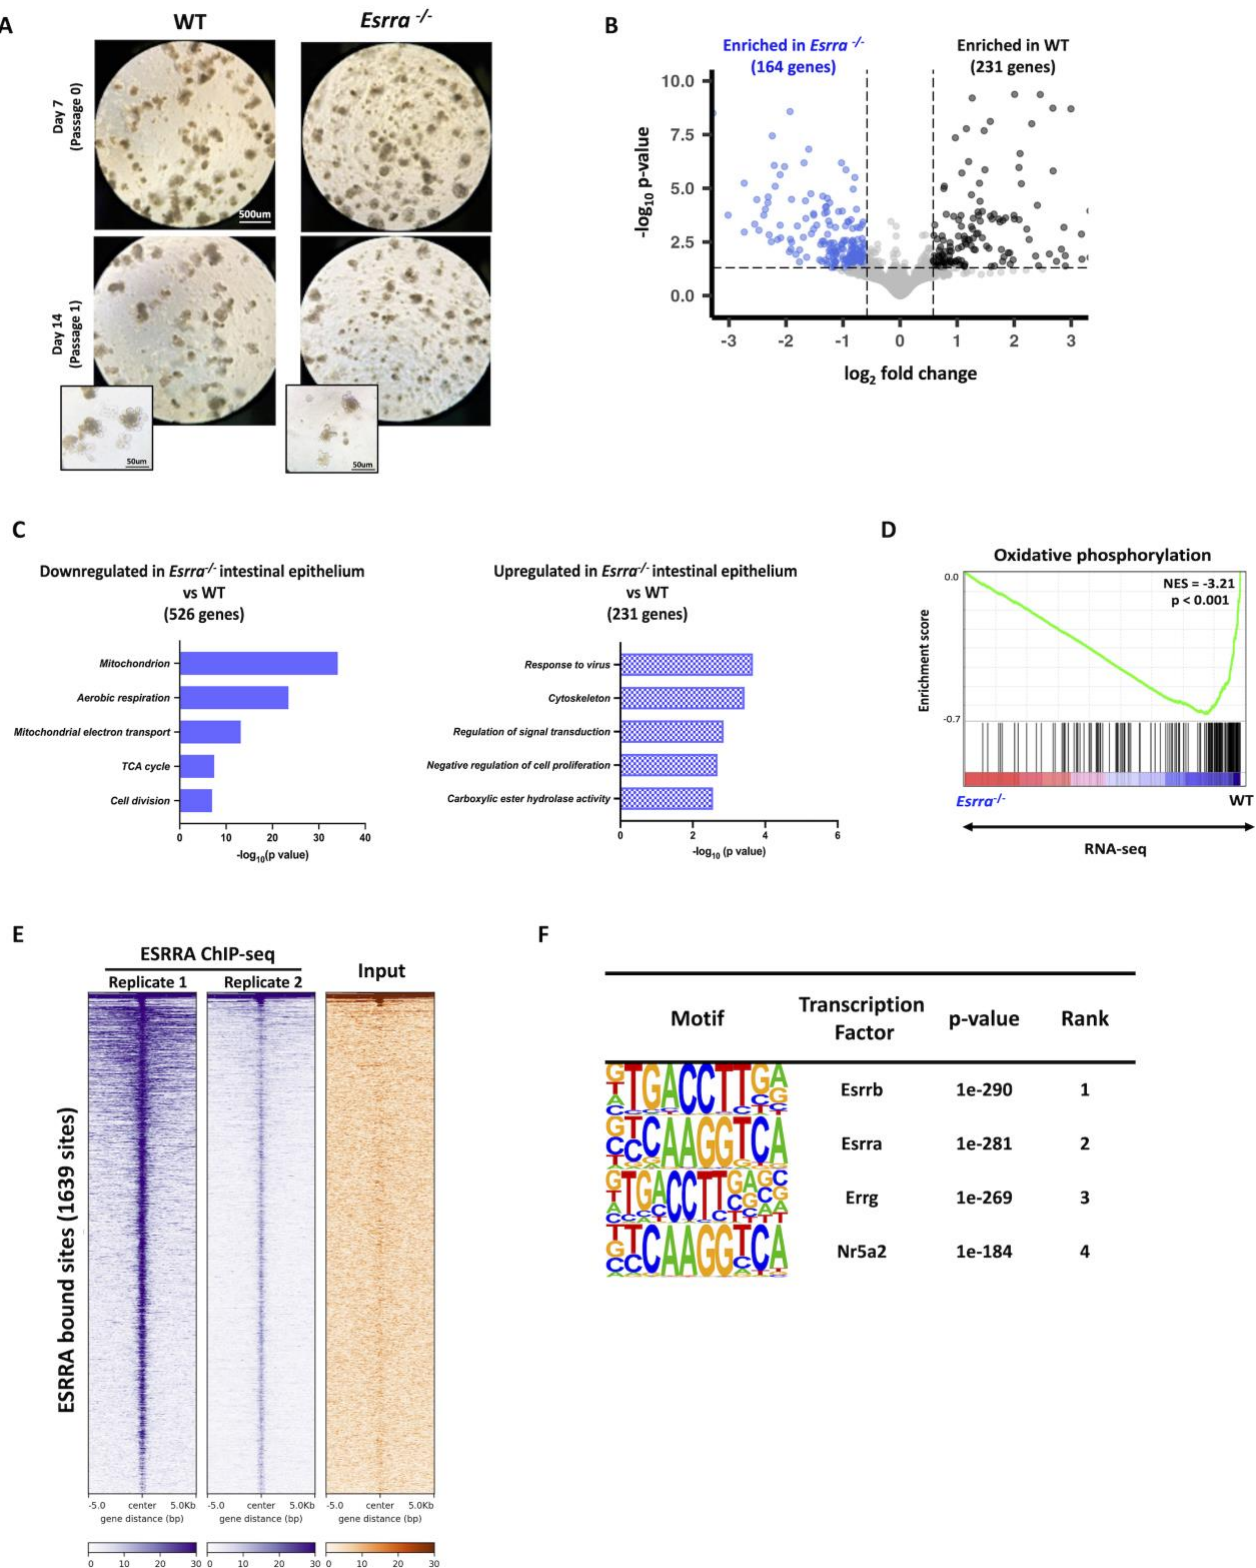

**Fig. S1. Further characterization of intestinal ESRRA function using WT and *Esrra*<sup>-/-</sup> mice.**

**(A)** Primary organoid cultures isolated from WT and *Esrra*<sup>-/-</sup> mice. Images are representative of 3 biological replicates. Scale bars are at 500  $\mu$ m and 50  $\mu$ m for inset images. **(B)** Volcano plot of differential gene expression between WT and *Esrra*<sup>-/-</sup> intestinal epithelial cells (n = 3 biological replicates per group). 

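The comparison the authors deposited covers 22611 genes, and 12045 of them carry an adjusted p. With the thresholds of Fig. S1B the deposited table holds 526 genes lower and 231 higher in *Esrra*-/-, both the authors' values, and 229 genes with an adjusted p under 0.05. Its mean counts were not taken over these 6 libraries alone, since 721 genes listed at 0 in all 6 have a mean count above 0 in it. Whether its p-values rest on these 6 libraries alone was not tested. The 526, 231 and 229 genes may therefore not come from the same libraries as the calls made here. Of the calls in the table, 123 lower and 88 higher genes have a mean FPKM of 1 or less in the 6 libraries. Limited to genes with a mean FPKM above 1, the table's counts are 403 lower and 143 higher, and limited to genes above 1 FPKM in all 6 libraries they are 341 and 108. Of the calls made here with limma, 327 of the 348 lower genes and 109 of the 143 higher genes are also among the calls of the deposited table at the same thresholds. Across genes, which are not independent replicates, the log2 fold changes of the 2 analyses had a correlation of 0.93.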

Differential expression was called with DESeq2 (l2FC > 0.58 or < - 0.58, p-value < 0.05). 

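Of 54 genes for cell division, 53 had a negative log2 fold change in *Esrra*-/-, with a median of −0.52 (camera adjusted p = 6.37e-17). By library their median deviation was 0.22, 0.54 and 0.00 in WT replicates 1 to 3 and −0.39, 0.09 and −0.46 in the *Esrra*-/- replicates, so *Esrra*-/- replicate 2 lay above WT replicate 3 and the genotypes overlapped. *Pbk* and *Ccnb2* had log2 fold changes of −0.80 and −0.69. *Prc1* is the gene of the set that was higher, at 0.66. Of 42 genes for the response to virus, 39 were higher, with a median of 0.45 (camera adjusted p = 1.14e-11). *Rsad2* had 2.43 ± 0.503 FPKM in WT and 8.01 ± 2.04 FPKM in *Esrra*-/- (SD, n = 3 mice each), a log2 fold change of 1.67 (standard error 0.23, limma adjusted p = 0.0826). *Ifi27l2a* and *Ifit3* had log2 fold changes of 1.66 and 0.74. Neither set had an adjusted p under 0.05 with fry, which gave 0.119 for cell division and 0.0827 for the response to virus. Over all genes tested 0 genes of either set passed an adjusted p of 0.05 (1 response to virus gene, *Ifi27l2a*, with the Y-linked covariate), while 23 cell division genes and 17 response to virus genes had an unadjusted p under 0.05. Adjusted over the list alone, 0 cell division genes and 8 response to virus genes had an adjusted p under 0.05 from limma. The authors' deposited DESeq2 comparison gives an adjusted p of 4.66e-07 for *Rsad2*, 0.01 for *Prc1* and 0.0132 for *Pbk*. It gives 0.0719 for *Ccnb2*, 0.1189 for *Ifi27l2a* and 0.176 for *Ifit3*.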

Genes enriched in *Esrra*<sup>-/-</sup> intestinal epithelia are depicted as blue points and genes enriched in WT-enriched epithelia are depicted as black points. **(C)** Functional annotation (DAVID) of genes enriched in WT- and *Esrra*<sup>-/-</sup> intestinal epithelia. p-values were calculated using DAVID. **(D)** Gene set enrichment analysis (GSEA) shows reduction of genes with mitochondrial functions upon *Esrra* loss in the intestinal epithelium (Kolmogorov-Smirnov test, p < 0.001). **(E)** Heatmap shows the distribution of ESRRA signal across gene loci for 1639 ESRRA bound sites (MACS2 p-value < 10<sup>-5</sup>). **(F)** ESRRA DNA-binding motifs identified using HOMER. p-values were calculated with HOMER.

Fig. S2

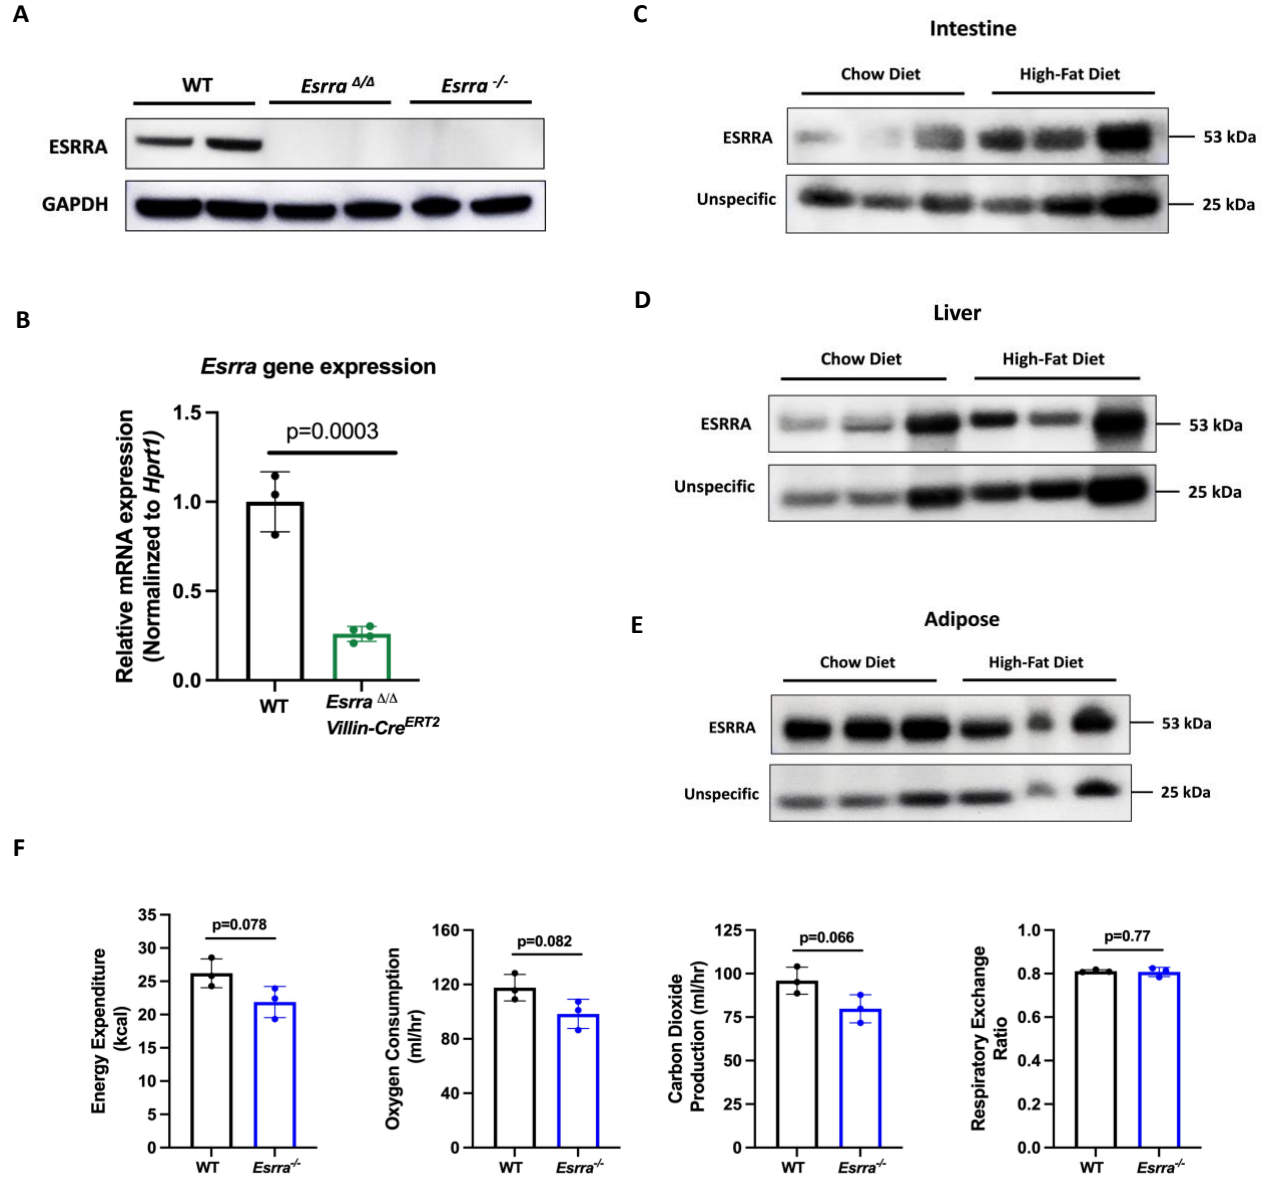

**Fig. S2. Functional insights into the metabolic role of ESRRRA.** (A) Immunoblots showing ESRRRA and loading control GAPDH expression in WT, *Esrra*<sup>Δ/Δ</sup> intestinal mutants and *Esrra*<sup>-/-</sup> germline mutants (n = 2 biological replicates per group). (B) Gene expression analysis of *Esrra* in duodenum of WT and *Esrra*<sup>Δ/Δ</sup> intestinal mutant mice (n = 3-4 biological replicates per group, normalized to the housekeeping gene, *Hprt1*; unpaired *t*-test, bars represent mean ± SD). (C) Immunoblot shows intestinal ESRRRA expression in mice fed chow or high-fat diets in WT mice (n = 3 biological replicates per diet). (D) Immunoblot shows liver ESRRRA expression in mice fed chow or high-fat diets in WT mice (n = 3 biological replicates per diet). (E) Immunoblot shows ESRRRA expression in white adipose tissue of mice fed chow or high-fat diets in WT mice (n = 3 biological replicates per diet). (F) Indirect calorimetry measurements showing energy

expenditure rates, oxygen consumption, carbon dioxide production and the respiratory exchange ratios in WT and *Esrra*<sup>-/-</sup> mice (n = 3 biological replicates per group).

How the deposited data were processed for this re-analysis (not part of the article)

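RNA-seq of duodenal epithelium from 3 WT and 3 *Esrra*-/- mice was analysed, with 1 library per mouse. The authors checked the reads with fastQC, quantified them with Kallisto against mm9 and used DESeq2 to calculate FPKM and to compare the genotypes, as the paper's methods state. The annotation used for quantification is not named in the paper's text. The authors deposited a table of FPKM values for 22611 genes in the 6 libraries and a table of their comparison. That table gives the mean normalized count of each gene as a signal deposited by the authors, the authors' log2 fold change and its standard error, the authors' test statistic as a score, the authors' p-value and their adjusted p. For *Scd2* the deposited adjusted p holds the log2 fold change instead and was not used.

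The binding sites were taken from Table S2 and the genome and annotation from mm9 with GENCODE release M1, whose gene coordinates are on NCBIM37, the same assembly. Of the 22611 symbols, 22586 were found in the annotation and the other 25 had been turned into dates. A symbol at several places in the annotation (203 symbols) was measured from all of its TSSs. No site of Table S2 lay beyond the end of its chromosome.

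From the FPKM values, log2(FPKM + 0.1) was computed for the 10596 genes with a mean FPKM above 1 and tested with limma's lmFit and eBayes with a mean-variance trend, with no covariate and with Benjamini-Hochberg adjustment over all genes tested. Genes were called at an unadjusted p under 0.05 and a log2 fold change beyond 0.58, the thresholds of the paper. Gene sets were tested with camera at a preset inter-gene correlation of 0.01, with fry, with camera at an estimated correlation and with fgsea using 10000 permutations, and adjusted over the 6 sets. Lists of genes for oxidative phosphorylation, the TCA cycle, the mitochondrial ribosome, fatty acid beta-oxidation, cell division and the response to virus, and lists of markers of crypt cells, villus enterocytes, goblet, Paneth, enteroendocrine, pancreatic acinar, immune and mesenchymal cells and of genes of the mitochondrial DNA, were written from gene symbols before the data were examined, since the gene set collections of the paper's tools were not used here. The genes of the mitochondrial ribosome were taken by the start of their symbols. A list of cytosolic ribosome genes was made by symbol after the data had been seen. Over-representation of a set or of nearness to a site among the lower or higher genes was tested with a one-sided Fisher's exact test against all genes tested. Set membership of the genes that were lower and near a site was tested against the other lower genes and against all genes tested near a site, tests that were not set in advance. Against all genes tested, where being lower counts as well, the odds ratio for oxidative phosphorylation genes was 128 (one-sided Fisher's exact test, p = 3.85e-44). A gene was near a site when the 5′ end of any of its transcripts lay within 30 kb. *Esrra*, *Abhd11* and *Cox7a2* were also tested with a two-sided exact permutation test, whose smallest p is 0.1 for 3 against 3. A test on counts was not run, because the values are FPKM.

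Genes named in the text were fixed by a rule, apart from *Hist1h2ao*, *Hist1h2ap*, *Vegfb*, *Trmt112* and *Ppp1r14b*, which were chosen after their values were seen, *Olfm4* and *Zg16*, named as the most abundant genes of the crypt list and of the pancreatic acinar list, and *Scd2*, named for its deposited adjusted p. The rule took *Esrra*, *Esrrb* and *Esrrg*, the genes the paper measures or names as targets (*Abhd11*, *Cox7a2*, *Hprt*, *Gapdh*), *Gcg* and *Ppargc1a*, the 5 most negative and 5 most positive log2 fold changes among genes with an adjusted p under 0.05 whose groups do not overlap, the 3 genes with the smallest p in each gene set, and sex-linked genes. The log2 fold changes of the genes not reported beside a claim were −0.10 for *Hprt*, −0.10 for *Gapdh*, −0.30 for *Gcg* and −0.04 for *Ppargc1a* in *Esrra*-/- over WT. In the fatty acid beta-oxidation set they were 0.57 for *Acsl1*, 0.41 for *Slc25a20* and −0.35 for *Echs1*. That of *Slc25a20* ran from 0.25 without *Esrra*-/- replicate 2 to 0.56 without *Esrra*-/- replicate 3.

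The depth of the libraries is not given by FPKM values. Where both values of a gene were above 0 and under 0.2 FPKM, the most common ratio between WT replicate 1 and each of the other libraries gave the scaling of that library, from 0.827 to 1.02 times that of WT replicate 1, and 45.8% to 50.0% of those ratios stood at ratios of small whole numbers. The deepest and shallowest libraries differed by 1.24 times. This is the factor by which the authors divided and need not equal the number of reads.

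The alternatives tried were a pseudocount of 1, no filter on low values, FPKM above 1 in all 6 libraries, quantile normalization, median-ratio scaling, limma without a trend, the replicate number as a block, each library left out in turn, other thresholds and distances, and, chosen after the data were seen, the absence of Y-linked transcripts as a covariate and the count of genes near sites under those settings. The tests were first run on simulated values, drawn for 10596 genes from the means and spreads of these libraries. Of 200 genes changed by 2 on the log2 scale, up or down, 174 were found at an adjusted p under 0.05, with 9 of the 10318 unchanged genes, and the median log2 fold change of the changed genes was 2.01. A set of 78 genes shifted by −0.6 had a median of −0.62. With no gene changed, 201 of 10596 genes passed the thresholds of unadjusted p and log2 fold change and 0 had an adjusted p under 0.05. The values were drawn independently for each gene, whereas the estimated correlation between the real oxidative phosphorylation genes was 0.918. The simulation therefore does not show how the set tests behave on these libraries. The 174 of 200 genes found hold for a change of 2 and not for smaller ones. In simulated sites 1000 of 1000 distances and 500 of 500 planted motifs were recovered.

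Software was R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The ChIP-seq and the other experiments of the paper were not analysed here, apart from the sites of Table S2.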

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

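The tests below were chosen after the values had been seen.

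*Cd97* and *Gm17527* were the genes higher in *Esrra*-/- with an adjusted p under 0.05 whose groups do not overlap, and the paper does not discuss them. *Cd97* had a log2 fold change of 2.18 and lies on chromosome 8. It rose in each of 3 *Esrra*-/- libraries above each of 3 WT libraries, where 10% of genes separate by chance. A segment carried along with the targeted allele around *Esrra* on chromosome 19 is argued against by its place on chromosome 8. The authors' scaling between libraries is argued against by quantile normalization and median-ratio scaling, under which its log2 fold change still stood at least 2.13 above that of all genes. Its limma adjusted p ranged from 0.0204 to 0.185 over the alternatives. An effect of the genotype stays open as a hypothesis, and a strain difference elsewhere in the genome was not tested.

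*Gm17527* was listed at 0 in every WT library and had a mean of 19.8 FPKM in *Esrra*-/-, with values of 16.9, 5.63 and 36.9. No fold is given against a group listed at 0. Of the 4 genes tested that were listed at 0 in every library of 1 genotype, 0 lie on chromosome 19, which argues against a segment carried along with the targeted allele for these genes. Reads shared between near-identical copies may explain it: all 10 of the 10 windows of 40 bases tested in the gene occur more than once in the genome, with a median of 4 copies, so its reads cannot be told apart from those of its copies. The same check in *Gm17687* found 1 of 10 windows more than once. No biological explanation of *Gm17527* was tested. Its adjusted p ranged from 0.003 to 0.252 over the alternatives.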

How the results depend on the processing

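Of the results that answer a comparison, computed in 221 alternative fits, 181 kept their direction and their side of the threshold, 28 were weaker, 9 stronger and 3 reversed. The direction and side of the oxidative phosphorylation, TCA cycle, mitochondrial ribosome, cell division and response to virus sets under camera held in every fit of all genes, including those without 1 library. The cause of the changes below was not tested unless the setting itself gives it.

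For lower genes, the count of 348 became 528 with no filter on low values, 68 with a log2 fold change beyond 1 and 2 with an adjusted p under 0.05. For higher genes, the count of 143 became 277, 39 and 2 under the same settings. The fewer or more genes that each of these settings admits explains these by its construction. Of the 528 lower genes without a filter, 332 were also called with the filter. Across the 6 fits that each left out one library, lower genes numbered from 252 to 533 and higher genes from 143 to 214. The low value of 252 was without *Esrra*-/- replicate 1 and the high value of 533 was without *Esrra*-/- replicate 2. Of 348 lower genes, 298 kept their call without *Esrra*-/- replicate 2 and 209 without *Esrra*-/- replicate 1.

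The count of genes with an adjusted p under 0.05 was 4. It was 7 with no filter on low values, 2 with FPKM above 1 in all 6 libraries, 32 with quantile normalization and 52 with the absence of Y-linked transcripts as a covariate, which was chosen after the data were seen. Of the 52, 14 are oxidative phosphorylation genes, as are 9 of the 32 under quantile normalization. Of the 52, 39 were lower and the 4 genes found without the covariate were among them. Across the 6 fits without one library it ran from 0 to 12, with 12 without *Esrra*-/- replicate 2, 1 without WT replicate 1 and 0 without WT replicate 2, WT replicate 3, *Esrra*-/- replicate 1 or *Esrra*-/- replicate 3. In the fits with 0 genes, 747, 1226, 688 and 905 genes, in the same order, had an unadjusted p under 0.05. The share of lower genes among all calls was 70.9% and stayed within 10 percentage points under quantile normalization (67.8%) and median-ratio scaling (71.1%).

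Libraries with the same replicate number were not treated as pairs. Neither the labels nor the paper name something they share, and the correlation of their deviations from the genotype means was 0.01, 0.26 and 0.38 for replicates 1 to 3. A difference shared by libraries with the same number stays open. With the replicate number as a block, 441 genes were lower and 192 higher, 0 had an adjusted p under 0.05 (2285 had an unadjusted p under 0.05), and *Esrra* had a log2 fold change of −2.92 with an adjusted p of 0.0709.

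*Esrra* lay between −3.19 and −2.66 without one library, with an adjusted p from 0.0229 to 0.185 and 4 of these 6 fits above 0.05. *Cox7a2* had a log2 fold change of −0.94 with the Y-linked covariate and an adjusted p of 0.0461, where its adjusted p ran up to 0.762 over the alternatives and passed 0.05 under no other, and −1.12 to −0.71 without one library. *Abhd11* ran from −0.36 to −0.26 over all alternatives and did not reach −0.58 in any.

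Under fry the adjusted p of the sets was 0.0827 for oxidative phosphorylation, the mitochondrial ribosome and the response to virus, 0.104 for the TCA cycle and 0.119 for cell division, and with the estimated correlation it was 0.221 for all 5. Without the 4 genes it shares with the oxidative phosphorylation set, the TCA cycle set had a median of −0.33, an unadjusted camera p of 2.17e-06 and an unadjusted fry p of 0.09. The fatty acid beta-oxidation set, with a median of 0.03, had −0.015 under quantile normalization, and from −0.061 to 0.19 without one library, below 0 without WT replicates 1 and 2 and at 0.19 without WT replicate 3. Its camera adjusted p ran from 0.0046, without WT replicate 3, to 0.886.

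The number of lower genes near a site, 77, ran from 44 to 96 without one library, with 44 without *Esrra*-/- replicate 1 and 51 without WT replicate 3. The odds ratio of oxidative phosphorylation genes among lower genes ran from 8.55 (without WT replicate 3) to 157, with a p of at most 5.28e-11. 

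Some single genes and lists changed sign. Across the 6 fits that each left out one library, the log2 fold change ran from −1.87 to 1.96 for *Ddx3y*, from −1.92 to 2.94 for *Eif2s3y*, from −1.37 to 1.96 for *Kdm5d* and from −1.40 to 1.78 for *Uty*, with the lowest values without WT replicate 3 and the highest without *Esrra*-/- replicate 3. These 4 genes were below 0 without WT replicate 3, *Esrra*-/- replicate 1 or *Esrra*-/- replicate 2. In the same fits it ran from −0.72 to 0.13 for *Esrrg*, from −0.26 to 0.084 for *Gapdh*, from −0.16 to 5.23e-06 for *Hprt* and from −0.29 to 0.11 for *Ppargc1a*. *Gcg* kept its sign, from −0.56 without *Esrra*-/- replicate 2 to −0.048 without *Esrra*-/- replicate 3, with −0.47 without WT replicate 1 and −0.12 without WT replicate 2. Values above 0 came without WT replicate 2 or *Esrra*-/- replicate 1 for *Esrrg*, without WT replicate 3 for *Gapdh*, without *Esrra*-/- replicate 2 for *Hprt* and without WT replicate 1, WT replicate 2, *Esrra*-/- replicate 1 or *Esrra*-/- replicate 2 for *Ppargc1a*. The median of the enteroendocrine list ran from −0.29 to 0.082, that of the pancreatic acinar list from −0.62 to 0.11, that of the immune list from −0.052 to 0.48 and that of the mesenchymal list from −0.13 to 0.076. These changed sign without WT replicate 3, WT replicate 2, *Esrra*-/- replicate 2 and WT replicate 1 in the same order, and the mesenchymal list also without *Esrra*-/- replicate 2. *Ddx3y* was at −0.0076 with a pseudocount of 1, *Gapdh* at 0.16 under quantile normalization and the goblet list at −0.046 with no filter on low values. Of the other changes among single genes and lists, 19 were weaker, 9 stronger and 4 moved. The count test was not run.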

Differences from the paper's values

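The paper's text gives 526 genes lower in *Esrra*-/-, and 348 were found here. With no filter on low values the count was 528. Within 1.5 times of the paper's value lay also limma without a trend (354), the replicate block (441), and the fits without WT replicate 1 (377), without WT replicate 3 (401) and without *Esrra*-/- replicate 2 (533). The 9 other alternatives set before the data were examined did not come within 1.5 times of it, and ranged from 2 to 350. The absence of Y-linked transcripts as a covariate, chosen after the values were seen, gave 413. The paper gives 110 target genes, and 77 lower genes lay within 30 kb of a site here, within 1.5 times of it. Of the 526 lower genes of the deposited table, 92 lay within 30 kb of a site by the distances used here.

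The paper shows about 230 genes higher in *Esrra*-/- (Fig. S1C, read by eye), and 143 were found here. With no filter on low values (277), quantile normalization (154), the replicate block (192) and the fits without WT replicate 1 (170), WT replicate 3 (214), *Esrra*-/- replicate 2 (206) and *Esrra*-/- replicate 3 (169) the count was within 1.5 times, and with the other 8 alternatives it was not. The absence of Y-linked transcripts as a covariate, chosen after the values were seen, gave 173.

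Fig. S1B writes about 230 genes beside the words enriched in WT, read by eye, where 348 genes were lower in *Esrra*-/- here. A pseudocount of 1 (251), FPKM above 1 in all 6 libraries (315), quantile normalization (324) and the fits without WT replicate 2 (280), *Esrra*-/- replicate 1 (252) and *Esrra*-/- replicate 3 (337) came within 1.5 times of it. The other 9 alternatives did not. The number in this label is the one that Fig. S1C gives for genes upregulated in *Esrra*-/-, and in the deposited table 231 is the authors' count of higher genes and 526 that of lower genes. What the label counts was not settled here, so the comparison with 348 holds only if it is read as written.

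Fig. S1B places the genes it names as enriched in *Esrra*-/- at negative log2 fold changes, and Fig. S1C counts more genes as downregulated than as upregulated in *Esrra*-/-. In the log2 fold change of *Esrra*-/- over WT computed here, and in the deposited table, *Esrra* is negative (−2.92 here), and lower genes (348) outnumber higher genes (143). The paper's text and the legend of Fig. 1F describe the target genes as downregulated in WT against *Esrra*-/-, while the title inside the panel of Fig. 1F, read by eye, describes them as downregulated in the mutants. Genes lower in *Esrra*-/- are what was counted here.

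The paper names *Abhd11* as a direct target, bound and regulated. It was lower here in all 3 *Esrra*-/- libraries with a log2 fold change of −0.30, which does not reach −0.58, and no setting run here reached it. The authors' own deposited log2 fold change of *Abhd11* is −0.30.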

Other observations

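The tests of the splits for the counts of genes, of the scaling and of the crypt genes as a covariate were chosen only after the result was seen. So were those of the first principal component, of the mean count, of the sites of oxidative phosphorylation genes and of the genes around *Esrra*.

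There are 10 splits of the 6 libraries into groups of 3, the split by genotype included, so none of the following shares can fall under 0.1. As many genes past the thresholds were given by 2 splits, and as many genes with an adjusted p under 0.05 by 1. The other split with more calls, 810 against 491, sets WT replicates 1 and 2 and *Esrra*-/- replicate 2 against the rest. It parts the libraries the way the first principal component does. Camera p as small as the real one was given by 1 split for the oxidative phosphorylation set, 2 for the TCA cycle set, 1 for the mitochondrial ribosome set, 10 for the fatty acid beta-oxidation set, 3 for the cell division set and 2 for the response to virus set. For oxidative phosphorylation genes among lower genes 1 split gave a Fisher p as small, and for genes lower near ESRRA sites 3 splits did. The camera p of the oxidative phosphorylation set was also small under most splits across genotype, down to 4.60e-24. It was above 0.05 only with WT replicates 1 and 2 and *Esrra*-/- replicate 1 (0.1044) or replicate 2 (0.1531) against the rest. A small camera p at the preset correlation is therefore not by itself a sign of the genotype.

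The lower expression of the oxidative phosphorylation genes had a median log2 fold change of −0.61. The lowest median of 10000 random lists matched on expression level, transcript length and GC content was −0.15, which argues against those properties. Under quantile normalization, the median minus that of all genes was −0.61, which argues against the authors' scaling between libraries. With the 14 crypt genes that are not cell division genes as a covariate, the median was −0.92. This argues against a lower share of crypt cells as the whole cause. With this covariate the adjusted p of fry was 0.0538 for this set, 0.0466 for the TCA cycle set, whose median was −0.77, and 0.0714 for the mitochondrial ribosome set, at −0.26. An effect of the genotype stays open as a hypothesis, as does any difference in the cells collected that these lists do not capture.

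The cell division genes had a median log2 fold change of −0.52, and −0.15 with the 14 crypt genes that are not cell division genes as a covariate. This is consistent with a lower share of crypt cells in the *Esrra*-/- libraries, from the epithelial isolation or from the mice, and fewer dividing cells stay open as well. With the covariate the camera adjusted p was 0.0492 and that of fry 0.636. The crypt genes themselves were at −0.59 as a list, and −0.37 without *Esrra*-/- replicate 3, from 0.32, 0.49 and −0.00 in WT to −0.34, 0.19 and −0.77 in *Esrra*-/-, and their most abundant gene, *Olfm4*, had a mean of 126 FPKM. The crypt list shares 4 genes with the cell division set. The response to virus genes had a median of 0.45, and still 0.35 with the same 14 crypt genes as a covariate (camera adjusted p = 5.52e-08). This argues against a lower share of crypt cells as the whole cause. Fry gave an adjusted p of 0.242 with the covariate, so this rests on the preset correlation.

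By list, the median log2 fold change was 0.22 for villus enterocytes, 0.08 for goblet cells, −1.48 for Paneth cells, −0.05 for enteroendocrine cells, −0.11 for pancreatic acinar cells, 0.16 for immune cells, 0.00 for mesenchymal cells, −0.33 for genes of the mitochondrial DNA and −0.30 for cytosolic ribosome genes. The mitochondrial DNA genes moved with the scaling and with single libraries: their median was −0.023 under quantile normalization, −0.097 without WT replicate 3, −0.17 without *Esrra*-/- replicate 2 and −0.54 without *Esrra*-/- replicate 3. The villus enterocyte list was at 0.38 under quantile normalization, 0.092 without WT replicate 2, 0.39 without WT replicate 3, 0.40 without *Esrra*-/- replicate 2 and 0.054 without *Esrra*-/- replicate 3. The goblet list was at 0.23 under quantile normalization. Without one library it ran from 0.0101 (without WT replicate 3) to 0.0966 (without *Esrra*-/- replicate 2). It was at 0.0124 without WT replicate 1 and at 0.0225 without *Esrra*-/- replicate 1. Cytosolic ribosome genes stayed between −0.39 and −0.23 over the alternatives. All 10 genes of the Paneth list were lower. Its fall is enlarged by *Esrra*-/- replicate 3, where its median deviation was −2.06: without that library the list was at −0.68, and without any other it stayed between −1.94 and −1.05. With a mean FPKM above 1, the libraries express 18 of the 18 crypt genes and 18 of the 18 villus enterocyte genes, 10 of the Paneth genes, 18 of the 20 immune genes, 4 of the pancreatic acinar genes and 2 of the 14 mesenchymal genes. The 2 last lists are too few genes for a median to say much: with no filter on low values the mesenchymal list was at 0.485 and the pancreatic acinar list at −0.33. The most abundant gene of the pancreatic acinar list, *Zg16*, is also in the goblet list.

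The first principal component held 35.6% of the variance and did not part the genotypes, which the second, with 25.1%, did. The first component had a Pearson r of −0.89 with the crypt list over the 6 libraries (permutation p = 0.0111, adjusted 0.0148; Spearman rho −0.89, permutation p = 0.0333, adjusted 0.0667; r −0.69 without the 2 libraries farthest from the median) and −0.94 with sequencing depth, taken as the scaling of each library (permutation p = 0.0097, adjusted 0.0148; rho −0.83, permutation p = 0.0583, adjusted 0.0778; r −0.81 without 2 libraries). The villus enterocyte list gave r 0.97 and rho 1.00 (permutation p = 0.0014 and 0.0028, adjusted 0.0056 and 0.0111; r 0.93 without 2 libraries). Of the 4 relations, that between the scaling and the crypt list had r 0.71 (permutation p = 0.108, rho 0.71, p = 0.136, adjusted 0.108 and 0.136; r 0.63 without 2 libraries). A share of crypt cells that differs between libraries and sequencing depth cannot be told apart, since both relate to the component over only 6 libraries. Whether the 2 go together is not settled by r 0.71 over so few libraries, and the scaling may itself follow the composition of the library.

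With the absence of Y-linked transcripts as a covariate 52 genes had an adjusted p under 0.05. Of the 9 pairs of 1 WT and 1 *Esrra*-/- library used as such a covariate, 1 gave as many, that without Y-linked transcripts, and the others gave at most 6. This argues against the explanation that any covariate that parts 1 library of each genotype from the rest gives as many. The sex of the mice, a difference between libraries with the same number or another property of that pair stays open. That pair also had the lowest scaling, 0.8328 in WT replicate 3 and 0.827 in *Esrra*-/- replicate 3. The next lowest was 0.9455, in *Esrra*-/- replicate 1. The covariate therefore cannot be told apart from the scaling of the libraries.

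Genes lower in *Esrra*-/- lay near sites more often than in 10000 lists matched on mean FPKM, of which 0.24% held as many. For genes higher in *Esrra*-/- the share was 0.01%. Sites that lie near highly expressed genes are argued against for both. For the 300 lower genes outside the oxidative phosphorylation set the share was 20.0%. Sites lying near highly expressed genes may therefore account for their nearness within 30 kb. Shorter distances were not tested in this way. Of these genes *Idh3a*, *Mrpl12* and *Mrpl47*, among others, have a site that overlaps a TSS. Among oxidative phosphorylation genes, the difference in median log2 fold change between those with and without a site within 30 kb had a permutation p of 0.743 (100000 permutations, two-sided), and 61.7% and 61.3% were called lower, so the test gives no sign that a site within 30 kb of the TSS sets the size of the fall, and it does not exclude it.

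Genes around *Esrra* on chromosome 19 were tested for a segment carried along with the targeted allele. Within 5 Mb, 12 of 179 genes were called (6.70%, against 4.59% elsewhere; one-sided Fisher's exact test, p = 0.126), which leaves it open. Of the neighbours within 100 kb, singled out after their values were seen, *Vegfb* had a log2 fold change of −0.84, *Trmt112*, whose end overlaps *Esrra* and whose value is uncertain for that reason, of 0.65 and *Ppp1r14b* of −0.62.

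Of the genes listed at 0 in all 6 libraries, 721 have a mean count above 0 in the authors' deposited table, which argues against the mean count having been taken over these 6 libraries. All 721 have a log2 fold change of 0 in that table. A fit that held further libraries is a candidate explanation and was not tested.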
